A study of Mus musculus with 31 samples.

How the data were processed

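Mouse brain RNA was measured by total RNA sequencing in 31 samples. Per the labels' protocols, RNA was extracted from aliquots of homogenised brain with a column kit and the libraries were sequenced on an Illumina NovaSeq. Each sample was assigned to control (13 samples) or deltamethrin (18 samples) from its agent label. The labels give no sex, litter, dose, age, time of collection or batch, so none of these entered a test. Replicate numbers follow the order of the samples and pair nothing. Protein kinase activity measurements made in the same study were not analysed here.

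The authors deposited a table of raw counts per Ensembl gene, whole numbers with no normalization. The aligner, the counting tool, the genome build, the annotation and any use of strand are not stated in the labels or in the table. The table has 48795 genes, of which 10581 have no count in any sample. A count column exists for each of the 31 samples, and each column was matched to its sample by title. Gene IDs were matched to GENCODE M21 (GRCm38), where 48435 IDs (99.3%) were found, and 243 symbols were replaced by the M21 name because some had been turned into dates. Coordinates given here are those of GENCODE M21 on GRCm38, 1-based and matched by gene ID, and they need not be those of the authors' build.

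Genes were kept by the filterByExpr function of edgeR (version 4.0.16, R 4.3.3) with its minimum count of 10 and minimum total of 15, which left 19529 genes. Library sizes were scaled by TMM factors, and the groups were compared with edgeR's quasi-likelihood F-test (robust=TRUE, no covariates) with Benjamini-Hochberg adjustment. Fold changes are deltamethrin over control on the log2 scale. The standard error (SE) is the size of the log2 fold change divided by the square root of F. CPM values, counts scaled to a common library size, use the TMM-scaled library sizes, and log2 CPM has a prior count of 2.

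Gene lists were also written beforehand: 12 clock genes driven through E-box or D-box elements, 6 clock genes of broadly opposite phase (18 clock genes in all), 38 components of the mitogen-activated protein (MAP) kinase pathway, 31 immediate early genes, 11 sodium channel genes and 12 dopamine genes. Marker lists for 8 tissues or cell types were written at the same time. Lists were tested with camera in limma (version 3.58.1) at an inter-gene correlation of 0.01, with adjustment over the 6 biological lists or over the 8 marker lists. The clock score of a library is its mean log2 CPM over the 12 genes minus that over the 6. Scores and other measures of a library were compared by two-sided permutation tests with 100000 resamples, and 1e-05 is the smallest p-value these can give. The clock score and 7 measures of library composition were adjusted together.

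The genes named were set by a rule fixed beforehand. It takes up to 5 higher and 5 lower genes among those with an adjusted p-value under 0.05, or the 5 smallest p-values if fewer than 5 genes pass. It adds every clock gene under 0.05 after adjustment over the clock list, and up to 3 genes of each other biological list with an unadjusted p-value under 0.05. Other genes named below were chosen after their values were seen.

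The group comparison was looked at in an exploratory fit, the same as the planned test, before the tests of technical explanations were written. The set of tests was then revised 2 times after results had been seen. In the first revision the clock score was taken out of the family of 8 measures, camera was dropped for the marker lists and the choroid plexus test was rewritten as a permutation test. These changes were made after the adjusted p-value of the clock score and the camera results were known, and all were undone in the second revision. The permutation test of the choroid plexus score was kept as an added test beside camera. The 5 added alternatives (protein-coding genes, mitochondrial rRNA covariate, GC offset, length offset, immediate early score covariate) and the test of library composition across splits were also chosen after seeing the data.

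The alternatives set before the data were examined were RLE, upper quartile and no scaling factors, other count filters, covariates (Xist, the number in the sample title, surrogate variables from sva version 3.50.0), DESeq2 (version 1.42.0), limma voom, robust=FALSE, an adjusted p-value threshold of 0.1, camera with estimated correlation, fry, other forms of the clock score, and leaving out each sample in turn. Each model result was also recomputed for 100 splits of the 31 samples into 13 and 18, the real split included.

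The pipeline was tested on simulated counts with 212 changed genes. Of these, 200 were drawn at random from genes with a positive mean log2 CPM, and 12 were the E-box or D-box clock genes, lowered 1.25-fold. Of the 50 random genes per fold change, 98% were called at a fold change of 2, 84% at 1.5, 50% at 1.25 and 58% at 0.8, and 9 of 19178 unchanged genes were called (19390 genes tested). Simulated genes were drawn independently, which real genes are not. The shares called hold for that range of expression and that number of changed genes, and could be lower with fewer changed genes. The total count per sample ran from 17570311 to 38680621. Wilson 95% intervals given for a share of counts cover counting error alone. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.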

Results

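The study asked how developmental exposure to deltamethrin, a pyrethroid insecticide that acts on voltage-gated sodium channels, alters gene transcription in mouse brain. Its title names MAP kinase pathways and circadian rhythms. Total RNA was sequenced from 13 control and 18 deltamethrin samples. The total count averaged 29492003 ± 5301389 (SD, n = 13) in control and 32023864 ± 4151998 (SD, n = 18) in deltamethrin, a difference of 2531861 counts (two-sided permutation p = 0.146). The libraries of a group differed by more than sampling noise in each pair, with a smallest chi-square per degree of freedom of 11.8 over 78 control pairs and 6.20 over 153 deltamethrin pairs, so no library appeared more than once within a group (pairs across groups were not compared). Each was counted as a replicate because the labels list it as a separate sample, and the counts cannot show whether the samples are separate animals. Litter is not in the labels either. If samples shared litters they were not independent, and no p-value given takes account of that. The Y-linked gene Ddx3y had 388 to 2190 counts in each library, while Xist had at most 6.

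Libraries differed widely in composition. The mitochondrial ribosomal RNAs mt-Rnr1 and mt-Rnr2 took 16.2 ± 9.12% of counts in control (SD, n = 13) and 14.4 ± 4.98% in deltamethrin (SD, n = 18; permutation p = 0.522, adjusted 0.522 over 8 measures). The share was lowest in deltamethrin replicate 11 (7.32%, Wilson 95% interval 7.32 to 7.33%) and highest in control replicate 2 (40.2%, interval 40.2 to 40.3%), which also had the lowest total count (17570311), TMM factor (0.613) and number of detected genes (25620). The first principal component held 29.8% of the variance in log2 CPM and the second 19.3%. Across the 31 libraries the first component followed the mitochondrial rRNA share (Pearson r = 0.900, Spearman rho = 0.902, each permutation p = 1e-05, the smallest the permutations give, adjusted 5e-05 for r over the 5 correlations computed). Without the 2 libraries farthest from the median share r was 0.876, and it was 0.933 within control and 0.923 within deltamethrin. The groups did not separate on either component (permutation p = 0.218 and 0.358). The number of detected genes was 27939 ± 1005 in control (n = 13) and 28510.5 ± 574 in deltamethrin (n = 18; permutation p = 0.0498, adjusted 0.199).

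**Figure D1:**
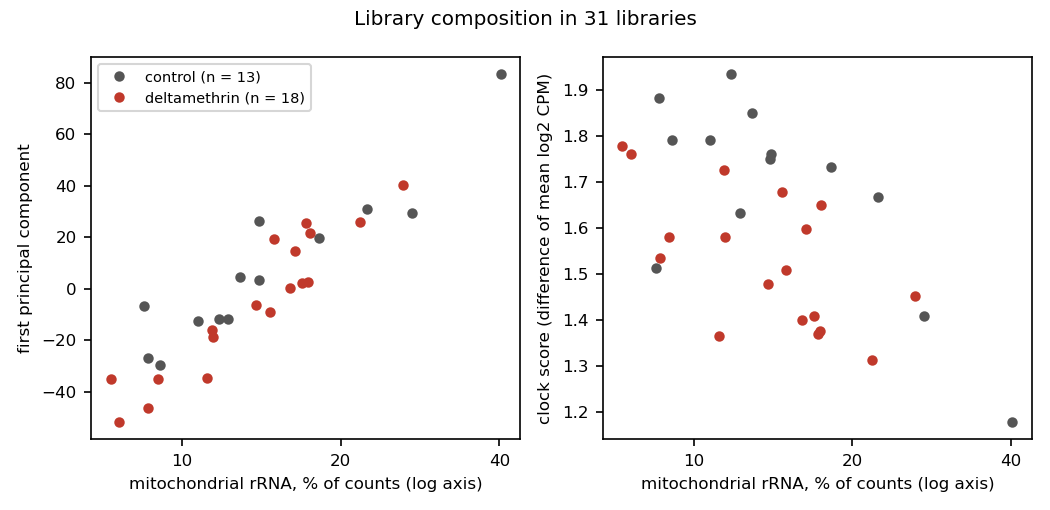
Mitochondrial rRNA share of counts (percent, log axis) against the first principal component (left) and the clock score, a difference of mean log2 CPM (right), one point per library (13 control in grey, 18 deltamethrin in red). Control replicate 2 lies apart at 40.2%, and the groups overlap along the share.

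No gene separated the groups after adjustment over all genes. Of 19529 genes tested, 0 had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test and the smallest was 0.441. At an unadjusted p-value under 0.05 there were 853 genes, 391 higher and 462 lower, against 976 if p-values were uniform. The median was 521 over 99 other splits of the samples into 13 and 18. As many as 853 came from 33 of 100 splits, the real one included. The common biological coefficient of variation was 20.2%. The count stayed at 0 under each alternative tried. The smallest adjusted p-value came nearest the threshold without control replicate 5 (0.0521) and with DESeq2 (0.0531).

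The circadian comparison asked whether the 18 listed clock genes differed between the groups. After adjustment over the list 5 genes passed 0.05 (Per2, Ciart, Dbp, Per1 and Per3), and over all genes 0 did, with 6 list genes at an unadjusted p-value under 0.05. The first 3 of these genes also had the 3 smallest p-values of all genes, which did not hold under every alternative. Per2 (ENSMUSG00000055866, protein coding, chromosome 1, 91415982 to 91459324, minus strand) fell from 26.7 ± 4.71 CPM in control (SD, n = 13) to 20.9 ± 2.10 CPM in deltamethrin (SD, n = 18). Its log2 fold change was -0.35 ± 0.07 (SE), with an adjusted p of 0.000407 over the list and 0.441 over all genes (edgeR), and 18 of 18 deltamethrin samples lay below the control median. Ciart (ENSMUSG00000038550, protein coding, chromosome 3, 95878503 to 95882251, minus strand) fell from 15.6 ± 2.57 to 11.7 ± 2.16 CPM, a log2 fold change of -0.42 ± 0.09. Its adjusted p was 0.000564 over the list and 0.612 over all genes (edgeR), with 18 of 18 below the control median. Dbp (ENSMUSG00000059824, protein coding, chromosome 7, 45705088 to 45710203, plus strand) fell from 82.5 ± 8.18 to 65.7 ± 11.8 CPM, a log2 fold change of -0.33 ± 0.08. Its adjusted p was 0.00133 over the list and 0.813 over all genes (edgeR), with 16 of 18 below the control median.

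Smaller differences were found for Per1 and Per3. Per1 (ENSMUSG00000020893, protein coding, chromosome 11, 69095217 to 69109960, plus strand) had 67.2 ± 14.4 CPM in control and 55.3 ± 9.81 CPM in deltamethrin, a log2 fold change of -0.28 ± 0.09. Per3 (ENSMUSG00000028957, protein coding, chromosome 4, 151003652 to 151044665, minus strand) had 35.5 ± 4.64 and 31.1 ± 3.53 CPM, a log2 fold change of -0.19 ± 0.06. Both had an adjusted p of 0.0214 over the list and 0.813 over all genes (edgeR), and 15 of 18 deltamethrin samples lay below the control median for each. Without scaling factors neither passed over the list (0.192 for Per1 and 0.365 for Per3), and Per3 did not pass with the GC offset (0.0672). Neither passed without control replicate 10, and Per3 did not pass without control replicate 13. Arntl, chosen after its value was seen, was higher by 0.12 ± 0.05 on the log2 scale with an adjusted p of 0.114 over the list (edgeR). In all 14 of the 18 genes had a negative fold change.

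**Figure D2:**
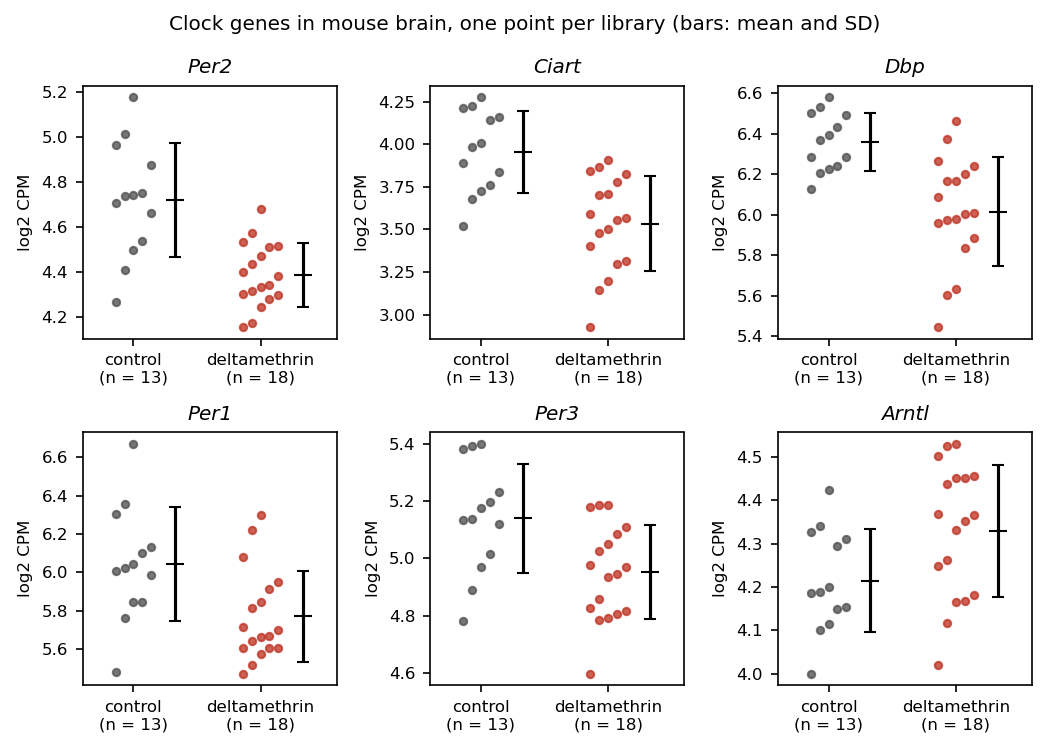
Log2 CPM of 6 clock genes in each library, with control (n = 13) in grey and deltamethrin (n = 18) in red, and bars giving the mean and SD. Per2 and Ciart lay below the control median in 18 of 18 deltamethrin libraries, and the ranges of the groups overlapped for each gene shown.

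**Figure D3:**
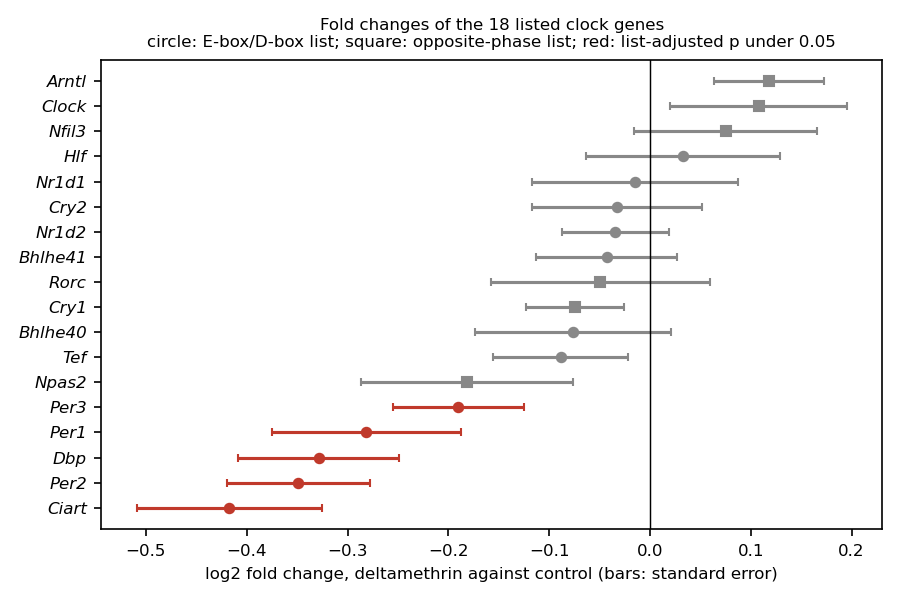
Log2 fold change of the 18 listed clock genes, deltamethrin against control, with bars of 1 standard error; circles are the 12 E-box or D-box genes and squares the 6 genes of opposite phase. The 5 genes in red had an adjusted p-value under 0.05 over the list and 0 did over all genes.

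As lists, the 12 E-box or D-box genes had a mean log2 fold change of -0.15 (11 of 12 lower, camera adjusted p = 9.39e-08 over 6 lists). With the inter-gene correlation estimated from the data the camera adjusted p was 0.0487. A camera p-value as small as that at the fixed correlation came from 2 of 100 splits of the samples, the real one included. The 6 genes of opposite phase averaged -0.00078 (camera adjusted p = 0.909), a sign that changed with the scaling, from -0.00078 to 0.052 without scaling factors. Of the 6 genes, 3 were higher and 3 lower. The largest fall was that of Npas2 (-0.18 ± 0.11, SE), whose highest control value was in control replicate 2 (98.6 CPM). Without that library the list mean was 0.021 (camera adjusted p = 0.596). The clock score was 1.68 ± 0.210 in control (SD, n = 13) and 1.53 ± 0.146 in deltamethrin (SD, n = 18), a difference of -0.15. The two-sided permutation p was 0.0234 unadjusted and 0.187 after adjustment over the 8 measures compared in this way, so the difference did not hold after that adjustment. The score fell as the log2 mitochondrial rRNA share rose (r = -0.585, permutation p = 0.00055, adjusted 0.00137; rho = -0.515, permutation p = 0.00347). That r was -0.444 without the 2 farthest libraries, -0.719 within control and -0.616 within deltamethrin. The score difference moved most toward 0 with the immediate early score as a covariate (-0.12, permutation p = 0.0577).

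The MAP kinase comparison used 38 pathway components and 31 immediate early genes, many of which can respond to that pathway but not to it alone. RNA levels do not measure kinase activity, so these results do not bear on the kinase activity measurements of the study. The components did not differ as a list (mean log2 fold change -0.016, 16 higher and 22 lower, camera adjusted p = 0.729), and 0 of the 38 had an unadjusted p-value under 0.05. Their mean was 0.029 without scaling factors. The immediate early genes averaged -0.18 (21 of 31 lower, camera adjusted p = 0.000559), but 34 of 100 splits of the samples gave a camera p-value as small, and the per-library mean of the list differed by -0.16 (two-sided permutation p = 0.236). Ier2 (ENSMUSG00000053560, protein coding, chromosome 8, 84661331 to 84662852, minus strand) had a log2 fold change of -0.45 ± 0.14 (unadjusted p = 0.00255). Dusp1 (ENSMUSG00000024190, protein coding, chromosome 17, 26505590 to 26562128, minus strand) had -0.37 ± 0.14 (unadjusted p = 0.0139) and Npas4 (ENSMUSG00000045903, protein coding, chromosome 19, 4984355 to 4990316, minus strand) -0.74 ± 0.34 (unadjusted p = 0.0375). Each of the 3 had an adjusted p of 0.813 over all genes (edgeR), and 0 of the 31 genes passed after adjustment over the list.

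**Figure D4:**
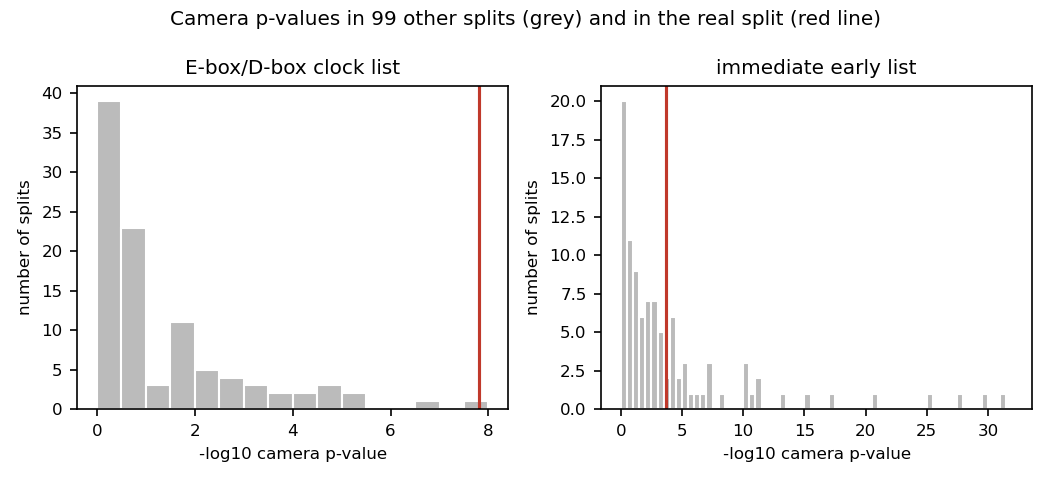
Number of splits of the 31 samples by -log10 camera p-value for the 12 E-box or D-box clock genes (left) and the 31 immediate early genes (right), with 99 other splits in grey and the real split as a red line. As small a p-value came from 2 of 100 splits on the left and 34 of 100 on the right, the real split included.

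The sodium channel genes, of which 10 of 11 passed the count filter, averaged 0.069 (camera adjusted p = 0.502) and 0 had an unadjusted p-value under 0.05. The 12 dopamine genes averaged -0.019 (camera adjusted p = 0.909), and that mean was 0.016 without scaling factors. Among them Maob (ENSMUSG00000040147, protein coding, chromosome X, 16709282 to 16817366, minus strand) rose from 13.5 ± 2.22 to 15.4 ± 1.72 CPM, a log2 fold change of 0.18 ± 0.07 (unadjusted p = 0.0177, adjusted 0.813 over all genes by edgeR). It did not pass after adjustment over its list.

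The remaining genes among the 5 smallest p-values were Ighm and Ccl17. Ighm (ENSMUSG00000076617, an immunoglobulin constant gene, chromosome 12, 113418558 to 113422730, minus strand) had 21.1 ± 3.65 CPM in control and 16.4 ± 2.97 CPM in deltamethrin, a log2 fold change of -0.36 ± 0.09. Its neighbouring immunoglobulin genes share sequence, so its count is uncertain. Ccl17 (ENSMUSG00000031780, protein coding, chromosome 8, 94810453 to 94812036, plus strand) had 1.13 ± 0.440 and 0.684 ± 0.189 CPM, from 14 to 48 counts per library, a log2 fold change of -0.68 ± 0.17. Both had an adjusted p of 0.813 over all genes (edgeR).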

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

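The protein-coding, mitochondrial rRNA, GC offset, length offset and immediate early score alternatives were chosen after seeing the data. The number of genes with an adjusted p-value under 0.05 was 0 under each of the 17 alternatives and in each of the 31 fits that left out 1 sample. At an unadjusted p-value under 0.05 there were 853 genes, and from 485 (Xist covariate) to 2052 (surrogate variables) under the alternatives. The smallest adjusted p-value ran from 0.0531 (DESeq2) and 0.0955 (4 surrogate variables) to 0.955 (immediate early score covariate), and from 0.0521 (without control replicate 5) to 0.982 (without control replicate 10) when 1 sample was left out. Xist had at most 6 counts per library, so that covariate carried mostly counting noise.

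The clock list gave 5 genes, against 3 without scaling factors (each among the 5), 8 with surrogate variables (all 5 included), 4 with the GC offset (without Per3) and 3 to 6 across the 31 fits that each left out 1 sample, with 3 without control replicate 10. The mean of the 12 E-box or D-box genes stayed negative and under 0.05 in all 15 alternatives (adjusted p 3.2e-15 to 0.0487) and in the 31 leave-one-out fits (-0.18 to -0.13). Its adjusted p-values nearest the threshold were 0.0487 with the correlation estimated from the data and 0.0264 with fry. The clock score difference kept its sign in 15 alternatives and lost its p-value under 0.05 with the immediate early score covariate (-0.12, p = 0.0577, range over alternatives 0.00149 to 0.0577). Those p-values are not adjusted over the 8 measures. It ran from -0.20 to -0.13 (p 0.00189 to 0.0483) when 1 sample was left out.

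The mean of the 6 opposite-phase genes was near 0 and changed sign: 0.0025 with RLE factors, 0.052 with no factors, 0.0051 with upper quartile factors, 0.0077 with no count filter, 0.00093 with a mean count of at least 50, 0.0014 with the Xist covariate, 0.0095 with surrogate variables, 0.00060 with protein-coding genes, 0.0069 with the mitochondrial rRNA covariate and 0.0080 with the GC offset. Across the leave-one-out fits it ran from -0.011 to 0.021. The MAP kinase mean was 0.029 and the dopamine mean 0.016 without factors, the dopamine mean was 0.00059 with the immediate early score covariate and -0.045 to 0.019 across leave-one-out fits, and the sodium channel mean was -0.030 with surrogate variables. None of these list means had an adjusted p-value under 0.05 in any alternative. Without factors the median log2 fold change of all genes was 0.043, against 0.0014 with TMM factors, and both the MAP kinase and the dopamine mean lay below that median. Their change of sign there follows this shift of all genes. The opposite-phase mean likewise lay below the median of all genes with TMM, RLE (median 0.0044) and upper quartile factors (median 0.0082), so its change of sign under those 2 alternatives follows the same kind of shift. For the other changes of sign the cause was not tested.

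The immediate early list lost its adjusted p-value under 0.05 with surrogate variables (-0.091, p = 0.107), with the correlation estimated from the data (-0.18, p = 0.908) and with fry (-0.18, p = 0.814), against a range of 5.32e-05 to 0.908 over its alternatives. It ran from -0.30 to -0.060 across leave-one-out fits and lost it without control replicate 10 (p = 0.178). The immediate early score covariate was not applied to this list or its genes. Of 182 values of the named genes under alternatives, 179 kept their direction and side of the threshold and 3 were weaker, for Per1 and Per3. The 5 clock genes were judged over the clock list. Ighm, Ccl17, Ier2, Dusp1, Npas4 and Maob were judged over all genes and did not pass in the reported fit, so they only kept failing. The threshold of 0.1 reuses the reported fit, so its directions could not change. The count is therefore little evidence of stability. The difference in total count stayed above a p-value of 0.05. No paired analysis was possible because the replicate numbers pair nothing.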

Other observations

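The tests of technical explanations for the clock pattern, the marker list tests and the test across splits were chosen after the clock genes' result was seen, as was each count of splits except that for the number of genes passing the threshold.

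Other splits of the 31 samples into 13 and 18 were compared with the real split, 100 in all with the real one included. The count of 0 genes with an adjusted p-value under 0.05 was matched or passed by 100 of 100, which a count of 0 fixes in advance, and 33 of 100 gave at least as many as the 853 genes at an unadjusted p-value under 0.05. Only 1 split gave any gene after adjustment, and it gave 1088. Across the other 99 splits, the number of genes at an unadjusted p-value under 0.05 rose with the distance between the 2 parts on the first 2 principal components (Spearman rho = 0.885). The splits share samples, so no p-value is given. The components come from the same values as the tests, so a high rho is largely built in. With the difference in log2 mitochondrial rRNA share, a direct measure of composition, rho was 0.557. The part of library composition in how many genes a split gives is therefore not settled.

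For the clock genes the real split stood apart from the others. Only 1 of 100 splits, the real one, gave as many as 5 clock genes after adjustment over the list, and the most in another split was 3. Likewise 1 of 100 put 3 clock genes at the 3 smallest p-values, and 2 of 100 gave a camera p-value as small for the 12 E-box or D-box genes. The number of clock genes among the 3 smallest p-values depended on the processing. It was 0 without scaling factors. With no count filter, DESeq2, the GC offset and the mitochondrial rRNA and immediate early score covariates it was 2. It stayed at 3 under the other alternatives and was 2 or 3 when 1 sample was left out. The other lists did not stand apart: 67 of 100 splits gave a camera p-value as small for the opposite-phase genes, 59 for the MAP kinase components, 34 for the immediate early genes, 63 for the sodium channel genes and 100 for the dopamine genes.

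Camera at the fixed inter-gene correlation of 0.01 gave an adjusted p-value under 0.05 for 4 of the 8 marker lists. The adjusted camera p-value was 0.00942 for choroid plexus (11 of 11 genes lower, mean log2 fold change -0.24), 0.00293 for cerebellum (9 of 9 higher), 0.00956 for striatum (8 of 8 lower) and 0.0192 for blood (5 of 5 lower). As small a p-value came from 37 of 100 splits for choroid plexus, 27 for cerebellum, 45 for striatum and 20 for blood, and from 64 for pituitary, 53 for meninges, 83 for olfactory bulb and 82 for oligodendrocytes. The choroid plexus score per library did not differ between the groups (permutation p = 0.296, adjusted 0.591 over 8 scores). With a score difference of -0.19 against SDs of 0.574 in control and 0.427 in deltamethrin, a difference in dissection was not detected and is not excluded.

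Technical explanations for the lower clock score were tested by adjusting the score for each. With the mitochondrial rRNA share 111% of the group difference remained (permutation p = 0.00149), with the total count 142% (p = 0.00051), and with the order of the sample titles 97.8% (p = 0.0218). For the share and the title order the p-values belong to residuals of the score on the covariate, fitted without the group. Their group differences were -0.169 and -0.149, so these p-values do not test the percentages themselves. The score falls as the mitochondrial rRNA share rises, and the mean share was lower in deltamethrin (14.4 against 16.2%). With all libraries that share points away from a lower score there, and its adjustment enlarges the difference. That direction rests on control replicate 2 (40.2%), without which the control mean share falls below the deltamethrin mean. The share is therefore not excluded by direction, although its adjustment left the difference no smaller. A percentage over 100 for the total count shows that it acts against the difference. That result excludes the total count by direction, and neither percentage is a sign of a stronger effect. The single tissue marker score that left least, meninges, left 94.3% (p = 0.0312), and all 8 marker scores together left 112% (p = 0.00638). The mean of the 12 genes, -0.15, lay at percentile 0 of 10000 lists matched on expression level, GC content and length, whose lowest mean was -0.095. These p-values are not adjusted for the number of explanations, and the unadjusted difference did not hold over the 8 measures (0.187).

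An effect of activity or handling before collection was not excluded. With the immediate early score as a covariate 79.4% of the clock score difference remained. The permutation p rose to 0.0577, past the criterion set for that test. That p-value belongs to the residuals of the score on this covariate, fitted without the group. Their group difference was -0.115, against -0.153 without the covariate. The p-value therefore does not test the 79.4%, and the 2 estimates of what remained differ slightly. The 2 scores were correlated (Pearson r = 0.449, permutation p = 0.010, adjusted 0.0167; Spearman rho = 0.554, permutation p = 0.00133), with r = 0.658 without the 2 farthest libraries, 0.606 within control and 0.152 within deltamethrin. At the gene level the same 5 clock genes passed over the list with this covariate, with Per2 at -0.29 (adjusted p = 0.00118), Ciart at -0.37 (0.00183), Dbp at -0.32 (0.00301), Per3 at -0.18 (0.0402) and Per1, which moved most, at -0.18 (0.0402).

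A difference in clock phase at collection could not be settled. The group fold changes of the clock genes had a Spearman rho of -0.346 across genes with the main axis of variation within groups, where a rho over 0.5 had been set as the sign of a phase difference. That criterion was set without regard to sign: the axis was oriented by Dbp, which was lower under deltamethrin, so a shift along it can give a negative rho. At this size phase would still have been set aside. The reading here departs from that, a choice made after the value was seen, because the axis followed the mitochondrial rRNA share (size of r 0.920), so it need not be a phase axis. With that share removed rho was -0.635, over 0.5 in size and in the direction of lower Dbp, which leaves a phase difference open. Genes are not independent, and time of collection is not in the labels. A hypothesis is that deltamethrin, or a difference in time or handling at collection, may lower Per2, Ciart and Dbp, and these data cannot tell these apart. A difference between litters cannot be told apart from these either, because litter is not in the labels.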
